A study of Mus musculus with 36 samples. Its data were reported in "Profiling of miRNAs and target genes related to cystogenesis in ADPKD mouse models" (2017).

How the data were processed

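MicroRNA sequencing (miRNA-seq) was carried out by the study on kidneys of 2 mouse models of autosomal dominant polycystic kidney disease. In each model a gene flanked by loxP sites, Pkd1 or Pkd2, was deleted in the collecting duct by Cre recombinase under the HoxB7 promoter. Floxed animals without Cre are called WT here, and animals with Cre are called KO. Kidneys were taken at postnatal days 1, 3 and 7 (P1, P3 and P7), with 3 libraries in each of the 12 groups formed by model, age and genotype, 36 libraries in all. The labels give neither the sex of the animals nor a sequencing batch, so neither was used as a term.

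The authors removed the adaptor from the reads, kept reads longer than 17 bases, and counted them with miRDeep2 against the mature and hairpin sequences of miRBase release 21 and the mouse genome build mm10. The version of miRDeep2 is not stated. The authors deposited raw read counts, as whole numbers, with 1 row for each pair of a mature miRNA and a precursor hairpin. No filter or normalization had been applied to these counts: library totals differed, and 325 of the 1915 mature miRNAs had no read in any library. The table has 2061 rows, because 83 mature miRNAs that can come from several hairpins are listed once per hairpin, which adds 146 rows. For 22 of the 27 such miRNAs with more than 10000 reads the rows held totals within 5% of each other, so the same reads had been counted for each hairpin, and the row with the highest total was used. The exception that matters most is miR-92a-3p, with 5457567 reads listed under one hairpin and 373553 under the other. Reads of such miRNAs cannot be assigned to a single locus. No row lacked a miRNA name.

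Library totals ran from 12569939 to 32663566 reads, with a median of 24008082. A count of 3 reads, taken as the floor below which a miRNA is not distinguished from absent, corresponded to between 0.0562 and 0.391 normalised counts per 1000000 (CPM) depending on the library. Such floors, and all intervals of counts, cover counting error only, since reads without molecular identifiers are not independent molecules. A library compared with another of its own group differed by far more than counting noise: over the 36 replicate pairs the smallest chi-square per degree of freedom was 33.3, so each column is a library of its own.

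The counts were tested with edgeR 4.0.16 in R 4.3.3. Within each model the 18 libraries were fitted together, and miRNAs with at least 10 counts in at least 3 libraries were kept, which left 706 miRNAs in the Pkd1 model and 746 in the Pkd2 model. The miRNAs filtered out held at most 0.00699% of the reads of any library. Normalization used trimmed mean of M values (TMM) factors, the quasi-likelihood F-test was run on a design with 1 term per group, and p-values were adjusted by the Benjamini-Hochberg method over all miRNAs tested. The comparisons were KO with WT at each age, WT at P7 with WT at P1, and the KO effect at P7 minus that at P1. The difference in KO effect between the models was tested in a single fit of all 36 libraries over 775 miRNAs. The standard error (SE) of a log2 fold change is its size divided by the square root of the F statistic. Group values are normalised CPM with the SD over libraries.

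The study called a miRNA differentially expressed at 2-fold change and unadjusted p under 0.05, on the combined lists of edgeR and DESeq2. That criterion was applied here to the quasi-likelihood test at each age, the ages were pooled within a model, and the overlap of the models was tested with Fisher's exact test over the 695 miRNAs tested in both. The similarity of KO effects between the models was measured with Spearman's rho across those miRNAs on differences of mean log2 CPM (prior count 2), with an exact two-sided permutation p over the 100 pairs of 10 splits per model. miRNAs are not independent replicates, and the permutation acts on libraries for that reason. The miR-183 cluster and the miR-17/92 cluster were tested as sets with the two-sided fry test of limma 3.58.1. Shares of reads were compared between 3 KO and 3 WT libraries with an exact two-sided permutation test, whose smallest possible p is 0.1.

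The miRNAs named in the text follow a rule fixed with the comparisons and the alternatives before the data were examined, when the text of the study and part of its supplementary lists had been read. The rule takes the study's 13 selected miRNAs and the members of the 2 clusters. It then takes, for each comparison of KO with WT and of WT at P7 with WT at P1, up to 3 of the largest rises and up to 3 of the largest falls among miRNAs with an adjusted p under 0.05, a mean of at least 10 counts and no overlap between the groups. Up to 5 miRNAs called in both models in the same direction at one age are named, and up to 2 per interaction by adjusted p. Any other miRNA named was chosen after its values were seen. The targeted genes Pkd1 and Pkd2 are messenger RNAs and were not analysed here, so the genotype labels were not checked against them.

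Positions come from the GENCODE M21 annotation of the mouse genome build GRCm38, which is the build the authors used. Of the 1193 precursors in the table, 1146 were placed by name.

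The alternatives fixed with it were DESeq2 1.42.0 with its size factors, edgeR's exact test, RLE size factors, library totals with no composition factor, no count filter, a mean of at least 100 counts, robust empirical Bayes, a fit of the compared libraries alone, the replicate number as a block, summed rows for miRNAs on several rows, a prior count of 0.5 for rho, and leaving out each library in turn. The block was separate for each model, age and replicate number, so it paired a KO with a WT library. For WT at P7 against P1 it was the replicate number alone. After seeing the data, 2 alternatives were added: the log2 ratio of miR-10a-5p and miR-10b-5p reads to all other reads as a covariate, and the union of exact test and DESeq2 calls.

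Lists of marker miRNAs were written after the comparisons had been seen. They hold 6 muscle miRNAs, 6 leukocyte miRNAs, 5 miRNAs of stratified epithelium and 5 endocrine miRNAs; the endocrine list was picked while looking at which miRNAs rose together, and other candidates viewed were left out of it. In the closing section, correlations across libraries were tested with 100000 permutations of libraries within groups, and relations across miRNAs with 1000.

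The same code was tested on simulated data, with counts drawn from the real means, library sizes and dispersions and with changes in P7 KO libraries of known size. At 4-fold, 81.9% of 199 changed miRNAs were called in the Pkd1 model and 93.0% in the Pkd2 model, and 2.98% and 1.07% of calls were unchanged miRNAs. At 2-fold, 31.0% of 197 and 59.8% of 199 changed miRNAs were called, and 6.15% of 65 and 0.833% of 120 calls were unchanged miRNAs, the first above the 5% aimed at. The change of the KO effect between P1 and P7 was recovered for 65.3% and 79.4% of changed miRNAs at 4-fold and for 9.64% and 21.6% at 2-fold, so few calls in that comparison are expected of such changes. Comparisons simulated without change gave 0 calls. Each miRNA was drawn independently, with no effect of age and no effect shared by miRNAs of a library. These rates may therefore be too low for the real libraries. With KO and WT labels redrawn there, the change of the KO effect with age in the Pkd2 model gave up to 94 calls (median 0). The model difference at P3 gave up to 147 (median 0).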

Results

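Small RNA libraries were sequenced from kidneys of Pkd1-floxed and Pkd2-floxed mice with HoxB7-Cre (KO) or without it (WT) at P1, P3 and P7, with n = 3 libraries in each of the 12 groups. HoxB7-Cre is active in the ureteric bud lineage, from which the collecting duct forms, and loss of either gene there gives cysts of the collecting duct. Libraries held 12569939 to 27255128 miRNA reads in the Pkd1 model (median 20462286). Those of the Pkd2 model held 17511509 to 32663566 (median 25012444). Between 820 and 1199 mature miRNAs had at least 1 read in a library. Replicate libraries were closely correlated, with Pearson's r of log2 counts between 0.940 and 0.995 across miRNAs over the 36 replicate pairs, although miRNAs are not independent replicates.

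The reads were concentrated in few miRNAs. miR-10a-5p and miR-10b-5p together held from 31.4% to 81.0% of the reads of a library, with a median of 57.4%, and the 10 most abundant miRNAs held from 64.4% to 91.1%. At these depths the 95% Wilson interval of such a share spans at most 0.0470 percentage points, so the spread between libraries was not counting error. The share overlapped between KO and WT libraries in 5 of the 6 comparisons. In the Pkd1 model at P1 every WT library (62.9% to 75.1%) lay above every KO library (57.3% to 61.8%). The permutation test used cannot settle whether the share differs, because with 3 libraries per group its p cannot fall under 0.1. In that model it was 69.3% ± 6.11 (SD, n = 3) in WT and 59.8% ± 2.26 in KO at P1 (exact permutation p = 0.1, the smallest that 3 against 3 libraries can give). It was 52.9% ± 13.8 and 50.6% ± 25.7 at P3 (exact permutation p = 0.9), and 72.9% ± 13 and 74.8% ± 6.01 at P7 (exact permutation p = 1). WT and KO shares in the Pkd2 model were 46.5% ± 2.83 and 44.8% ± 7.08 at P1 (exact permutation p = 0.8), 49.2% ± 19.7 and 50.0% ± 9.11 at P3 (exact permutation p = 1), and 52.4% ± 12.4 and 57.5% ± 16.5 at P7 (exact permutation p = 0.7). Because this share varies, fold changes depend on how libraries are scaled, and the TMM factors used here ranged from 0.393 to 2.13.

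**Figure D1:**
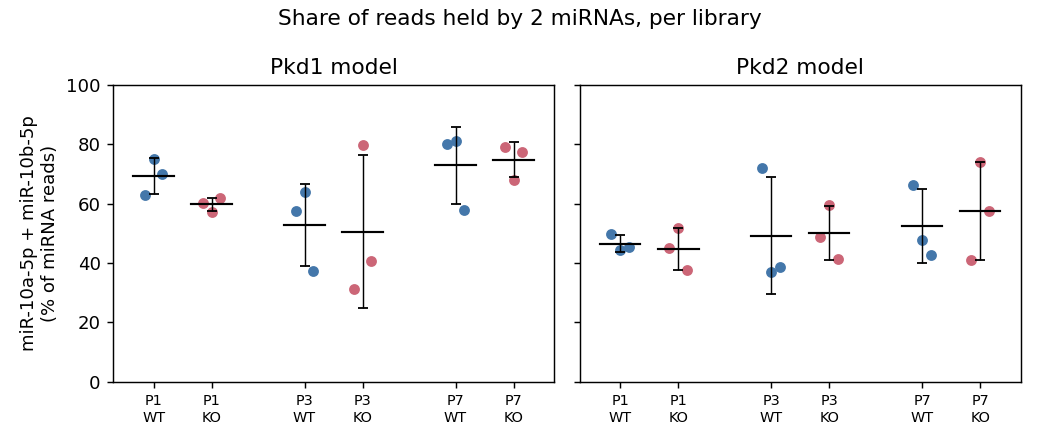
Share of miRNA reads held by miR-10a-5p and miR-10b-5p, in percent, for each library by model, age and genotype; points are libraries, horizontal lines are group means and error bars are the SD (n = 3). The libraries span 31.4% to 81.0%, and KO and WT overlap in every pair of groups except Pkd1 at P1.

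The comparison of WT kidneys at P7 with WT kidneys at P1 shows how miRNA levels change over the first postnatal week without deletion of either gene. In the Pkd1 model 152 of 706 miRNAs had an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), 73 higher and 79 lower at P7, and 256 had an unadjusted p under 0.05. Of 746 miRNAs in the Pkd2 model 211 were called, 85 higher and 126 lower, and 297 had an unadjusted p under 0.05. The WT libraries of both ages did not overlap for 33.1% of miRNAs in the Pkd1 model and 49.9% in the Pkd2 model, where chance gives 10%. The alternatives that moved the Pkd1 count most were a fit of the 6 compared libraries alone, which called 53 miRNAs, and the miR-10 covariate, which called 250. Leaving out P7 WT replicate 3, 1 or 2 lowered the Pkd1 count to 72, 82 and 101, and leaving out P1 WT replicate 3 lowered the Pkd2 count to 137. The direction of the calls depended on the scaling: with library totals alone the median change of all miRNAs became -0.68 in the Pkd1 model and -0.78 in the Pkd2 model, and the calls became 4 higher against 132 lower and 6 higher against 216 lower.

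In the Pkd1 model the largest rise was that of miR-378d, by a log2 fold change of 3.93 (SE 0.20, adjusted p = 1.5e-09), from 39.9 ± 3.80 CPM at P1 to 609 ± 77.1 CPM at P7. miR-551b-3p rose by 2.04 (SE 0.42, adjusted p = 0.00428) and miR-144-3p by 2.02 (SE 0.51, adjusted p = 0.0148). The 3 largest falls each rested on a single P1 library. miR-206-3p was at least 67.6-fold lower at P7 (adjusted p = 0.0141), but the P1 WT libraries held 57.0, 1.63 and 0.255 CPM, and without replicate 1 the adjusted p was 0.163. miR-499-5p was at least 12.9-fold lower (adjusted p = 0.00922), with 10.3, 0.544 and 0.383 CPM at P1 and an adjusted p of 0.0815 without the same library. miR-543-3p fell by 3.12 (SE 0.83, adjusted p = 0.0185), with 27.9, 4.45 and 2.74 CPM at P1 and an adjusted p of 0.164 without it. On GRCm38, Mir378d lies on chromosome 10 from 126710282 to 126710391, outside any annotated gene. Mir551b lies on chromosome 3 from 29416823 to 29416920 in an intron of Egfem1, and Mir144 on chromosome 11 from 78073005 to 78073070, outside other genes. Mir206 lies on chromosome 1 from 20679010 to 20679082 in an exon of the noncoding gene Gm28653, Mir499 on chromosome 2 from 155622880 to 155622958 in an intron of Myh7b, and Mir543 on chromosome 12 from 109717258 to 109717333.

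Among WT kidneys of the Pkd2 model the largest rises were those of miR-547-3p by 2.77 (SE 0.45, adjusted p = 0.000401), miR-3970 by 2.64 (SE 0.53, adjusted p = 0.00203) and miR-201-5p by 2.26 (SE 0.39, adjusted p = 0.000601). All of them were scarce, at 1.16 ± 0.471, 0.815 ± 0.333 and 1.60 ± 0.557 CPM at P7. Mir547 and Mir201 are neighbours on the X chromosome, from 67988374 to 67988451 and from 67988096 to 67988161, and Mir3970 lies on chromosome 19 from 33157112 to 33157201, on the strand opposite to Rnls, in whose intron it is. miR-122-3p fell by 6.2 (SE 1.54, adjusted p = 0.00674) and miR-122-5p fell by 5.72 (SE 1.49, adjusted p = 0.00913). Both rested on P1 WT replicate 3: miR-122-5p held 13.1, 11.3 and 341 CPM in the P1 WT libraries, and without replicate 3 the adjusted p was 0.102 for miR-122-3p and 0.135 for miR-122-5p. Mir122 lies on chromosome 18 from 65248861 to 65248926, in an exon of the noncoding gene AC157910.3. miR-3085-3p was at least 4.01-fold lower at P7 (adjusted p = 0.000424), from 0.681 ± 0.0913 CPM at P1 to at most 1 read per library, and Mir3085 lies on chromosome 19 from 42280082 to 42280170.

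The central comparison, KO with WT at each age, asks which miRNAs differ as cysts form and enlarge. At P1 and P3 no miRNA reached an adjusted p under 0.05 in either model. Unadjusted p-values under 0.05 numbered 59 at P1 and 64 at P3 in the Pkd1 model, where chance alone gives 35.3, and 41 and 11 in the Pkd2 model, where chance gives 37.3. DESeq2 was the alternative that raised the Pkd1 counts most among the changes of test, to 8 at P1 and 4 at P3. Leaving out single libraries raised them as far as 8 at P1, without WT replicate 3, and 7 at P3, without KO replicate 1. At P7, 3 miRNAs were called in the Pkd1 model, all higher in KO, and 94 in the Pkd2 model, 67 higher and 27 lower. Unadjusted p-values under 0.05 numbered 72 and 216 at that age. KO and WT libraries did not overlap at P7 for 16.3% of miRNAs in the Pkd1 model and 25.2% in the Pkd2 model, against 10% by chance. At P1 they did not overlap for 19.8% and 13.5%, and at P3 for 11.9% and 4.69%, so in the Pkd1 model the excess was not specific to P7. The Pkd2 count rested on few libraries: it was 4 without KO replicate 3, 11 without WT replicate 2, 11 without WT replicate 3, and 142 without KO replicate 2. With library totals alone it was 7, and the Pkd1 count was 0. The Pkd1 count at P7 was 8 without WT replicate 3.

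The 3 miRNAs called in the Pkd1 model at P7 were also called in the Pkd2 model, in the same direction. miR-21a-5p stood at 17321 ± 1049 CPM in KO and 6349 ± 203 CPM in WT of the Pkd1 model (n = 3), a log2 fold change of 1.45 (SE 0.17, edgeR adjusted p = 0.00017). It stood at 15929 ± 6570 and 7356 ± 538 CPM in the Pkd2 model (log2 fold change 1.11, SE 0.25, adjusted p = 0.0147). miR-183-5p stood at 1226 ± 167 CPM in KO and 506 ± 19.5 CPM in WT of the Pkd1 model (log2 fold change 1.28, SE 0.20, adjusted p = 0.00389). Its Pkd2 levels were 1416 ± 367 and 690 ± 103 CPM in KO and WT (log2 fold change 1.04, SE 0.31, adjusted p = 0.0371). miR-182-5p stood at 12928 ± 805 CPM in KO and 6182 ± 559 CPM in WT of the Pkd1 model (log2 fold change 1.06, SE 0.22, adjusted p = 0.0482). The Pkd2 levels were 12324 ± 4534 and 4746 ± 791 CPM in KO and WT (log2 fold change 1.38, SE 0.32, adjusted p = 0.0159). The Pkd1 call of miR-182-5p was marginal, since leaving out any single P7 library put its adjusted p between 0.0707 and 0.232. Mir21a lies on chromosome 11 from 86584067 to 86584158 on the minus strand, in an exon of Vmp1. Mir182, Mir96 and Mir183 are neighbours on the minus strand of chromosome 6, from 30165918 to 30165992, from 30169446 to 30169551 and from 30169668 to 30169737, outside any annotated gene.

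**Figure D2:**
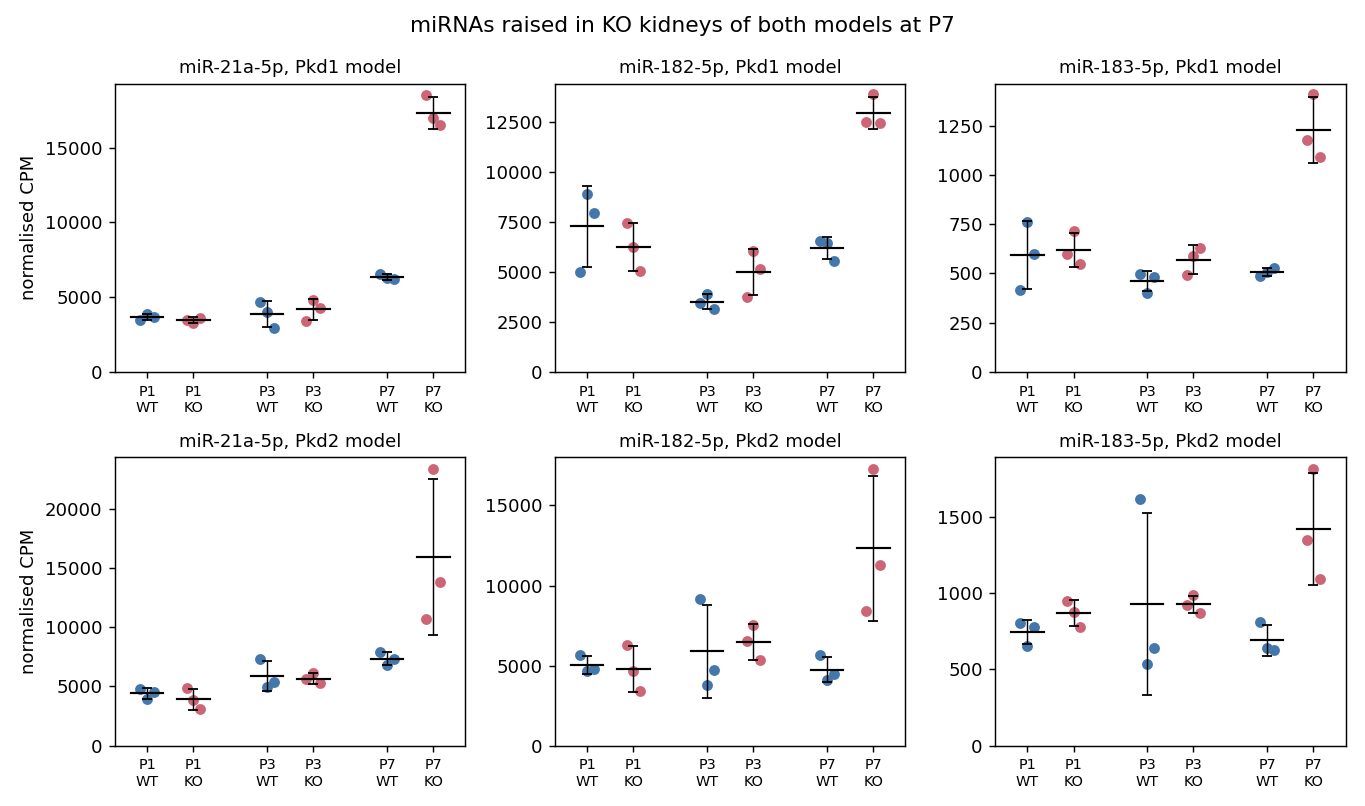
Normalised CPM of miR-21a-5p, miR-182-5p and miR-183-5p in the Pkd1 model (upper row) and the Pkd2 model (lower row) by age and genotype, with points for libraries, horizontal lines for group means and error bars for the SD (n = 3). At P7 every KO library lies above every WT library in all 6 panels, and at P1 and P3 the groups differ by less at an adjusted p of 0.05 or more.

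Beyond these, the largest rises in Pkd2 KO kidneys at P7 were those of miR-3059-5p, from 0.391 ± 0.399 to 4.59 ± 3.32 CPM (log2 fold change 3.75, SE 0.90, adjusted p = 0.0163), miR-205-3p, from 0.632 ± 0.263 to 5.07 ± 3.04 CPM (3.07, SE 0.66, adjusted p = 0.0147), and miR-665-3p, from 0.619 ± 0.174 to 3.42 ± 1.30 CPM (2.45, SE 0.50, adjusted p = 0.0135). The largest falls were those of miR-690 by 1.74 (SE 0.55, adjusted p = 0.0493), miR-7685-5p by 1.45 (SE 0.36, adjusted p = 0.0167) and miR-3084-5p by 1.30 (SE 0.34, adjusted p = 0.0204), the last from 0.823 ± 0.227 to 0.320 ± 0.0981 CPM. miR-3084-5p is listed under several hairpins, so its reads have no single origin, and Mir3084-1 is in an intron of Cbwd1 on chromosome 19, from 24942235 to 24942303. Mir3059 lies on chromosome 10 from 101772692 to 101772772 in an intron of Mgat4c. Mir205 lies on chromosome 1 from 193507463 to 193507530 in an exon of the noncoding gene 4631405K08Rik, Mir690 on chromosome 16 from 28599935 to 28600043 in an intron of Fgf12, and Mir7685 on chromosome 2 from 158243504 to 158243565. Mir665, from 109586314 to 109586407 on chromosome 12, is one of 59 precursors in the imprinted interval between Dlk1 and Dio3, chromosome 12 from 109452823 to 110281097. Of the 89 tested miRNAs from that interval, 42 were among the 94 calls in Pkd2 KO kidneys at P7.

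Whether the KO effect changes with age was tested as the KO effect at P7 minus that at P1. A single miRNA was called in the Pkd1 model, miR-21a-5p, whose log2 fold change was 1.53 larger at P7 (SE 0.23, adjusted p = 0.00514), being -0.08 at P1. Unadjusted p-values under 0.05 numbered 85. In the Pkd2 model 4 miRNAs were called and 126 had an unadjusted p under 0.05. miR-3084-5p had a fitted difference of -2.94 (SE 0.52, adjusted p = 0.0219), of which the size is uncertain because each P1 WT library held 3 reads. miR-540-3p had a difference of 2.01 (SE 0.37, adjusted p = 0.0219), and its levels at P7 were 15.5 CPM in KO and 4.25 CPM in WT. The remaining calls fell outside the naming rule and were chosen after their values were seen. They were miR-299a-3p, with a difference of 1.62 (SE 0.32, adjusted p = 0.0278), and miR-31-5p, with 2.06 (SE 0.44, adjusted p = 0.0426). Mir540 and Mir299a are on chromosome 12, from 109586080 to 109586146 and from 109710638 to 109710700, and Mir31 is on chromosome 4 from 88910557 to 88910662 in an exon of the noncoding gene AL805899.1. Leaving out single libraries gave between 0 and 11 calls in the Pkd2 model and between 1 and 6 in the Pkd1 model. The count was 11 without Pkd2 P7 KO replicate 2, 0 without Pkd2 P1 KO replicate 2, P1 WT replicate 3 or P7 WT replicate 1, and 6 without Pkd1 P1 WT replicate 1.

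The KO effects of the models were compared directly in the fit of all 36 libraries. At P1 and P3 no difference had an adjusted p under 0.05, and 49 and 39 miRNAs had an unadjusted p under 0.05 where chance gives 38.75, although 8 were called at P1 and 2 at P3 without WT replicate 3 of the Pkd1 model at that age. At P7, 3 miRNAs were called and 93 had an unadjusted p under 0.05. The KO effect on miR-205-5p was lower in the Pkd1 model by a log2 difference of -4.51 (SE 0.94, adjusted p = 0.0229). In the separate fits it fell by 1.64 in Pkd1 KO kidneys, from 84.3 ± 30.5 to 27.1 ± 12.3 CPM, and rose by 2.87 in Pkd2 KO kidneys, from 87.6 ± 42.2 to 638 ± 498 CPM, where the 3 KO libraries held 657, 131 and 1126 CPM. The difference was -6.46 for miR-3059-5p (SE 1.37, adjusted p = 0.0229) and -4.50 for miR-205-3p (SE 0.99, adjusted p = 0.0259), the latter named after its value was seen. No call remained when any one of 6 of the 12 P7 libraries was left out, Pkd1 KO replicates 1 and 3, Pkd1 WT replicate 3, Pkd2 KO replicate 3 or Pkd2 WT replicates 2 and 3, while 1 was found without Pkd1 KO replicate 2 and 7 without Pkd2 KO replicate 2.

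**Figure D3:**
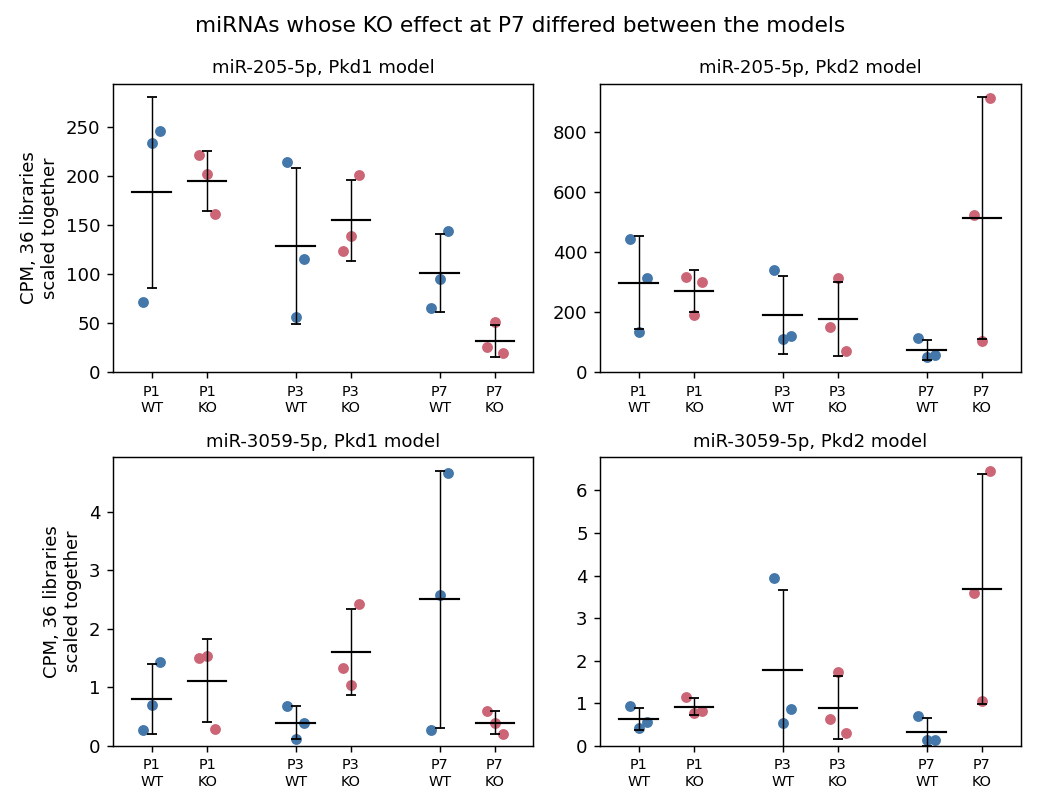
CPM of miR-205-5p (upper row) and miR-3059-5p (lower row) with all 36 libraries scaled together, by age and genotype in each model; points are libraries, horizontal lines are group means and error bars are the SD (n = 3), drawn down to 0 where they would pass it. At P7 the KO libraries are low in the Pkd1 model and spread widely in the Pkd2 model.

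Under the criterion of the study, a 2-fold change with an unadjusted p under 0.05 at any age, 93 miRNAs passed in the Pkd1 model, 141 in the Pkd2 model and 59 in both. Of the 695 miRNAs tested in both models, 90 and 132 passed, and independent lists of these sizes would share 17.1 (odds ratio 13.8, two-sided Fisher's exact test p = 1.9e-26), a p that treats miRNAs as independent. Most of the 59, such as miR-540-3p, miR-543-3p and miR-665-3p, come from the chromosome 12 interval between Dlk1 and Dio3. The muscle miRNAs miR-1a-3p, miR-133a-3p and miR-133b-3p are among the 59 too. Members of such groups vary together, so the overlap does not amount to 59 separate agreements between the models. The overlap did not require the same age or direction. Passing at the same age and in the same direction in both models were 0 miRNAs at P1, 0 at P3 and 9 at P7. The Pkd2 number was 88 without Pkd2 P7 KO replicate 3. The overlap was 35 without Pkd2 P7 KO replicate 3 and 87 without Pkd1 P3 KO replicate 1. Across the 695 miRNAs tested in both models, the KO effects of the models were weakly related at each age. Spearman's rho was 0.116 at P1 (exact permutation p = 0.76, Pearson's r = -0.0325), 0.123 at P3 (exact permutation p = 0.75, r = 0.170) and 0.203 at P7 (exact permutation p = 0.38, r = 0.128), and the Benjamini-Hochberg adjusted p was 0.76 for each of the 3. The sign was not stable at the earlier ages: rho was -0.0245 at P1 without Pkd2 WT replicate 3, and at P3 it was -0.0762 without Pkd2 WT replicate 1, -0.0297 without Pkd2 KO replicate 2 and -0.0127 without Pkd1 WT replicate 2.

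The study selected 13 miRNAs by their expression pattern in these libraries, so tests of them here are not independent evidence. At P7, 12 of the 13 were higher in KO in both models, and miR-326-3p was lower, with log2 fold changes of -0.34 (SE 0.31) in the Pkd1 model and -0.03 (SE 0.26) in the Pkd2 model, where its sign was not stable. It turned to 0.06 with library totals alone, to 0.042 with the miR-10 share as a covariate, to 0.039 in a fit of the compared libraries alone, and also without WT replicate 3 (0.05), KO replicate 2 (0.11) or KO replicate 3 (0.07). The median log2 fold change was 0.98 in the Pkd1 model and 1.00 in the Pkd2 model. In the Pkd1 model 10 passed when adjusted over the list alone and 3 over all miRNAs tested, and in the Pkd2 model 11 and 6. The Pkd2 number over the list was 4 without WT replicate 3 and 6 without KO replicate 2. None of the 13 passed at P1 or P3 by either adjustment, and between 1 and 2 of them had an unadjusted p under 0.05 at those ages. The largest changes were those of miR-182-3p in the Pkd1 model (log2 fold change 2.91, SE 0.69, adjusted p over all miRNAs 0.0848), a miRNA of 1.12 ± 0.415 CPM in KO and 0.122 ± 0.120 CPM in WT, and of miR-96-5p in the Pkd2 model (1.93, SE 0.75, adjusted p 0.0965). Levels of miR-96-5p follow the miR-10 share, and with that share as a covariate its adjusted p was 0.00256 in the Pkd1 model and 0.000487 in the Pkd2 model.

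**Figure D4:**
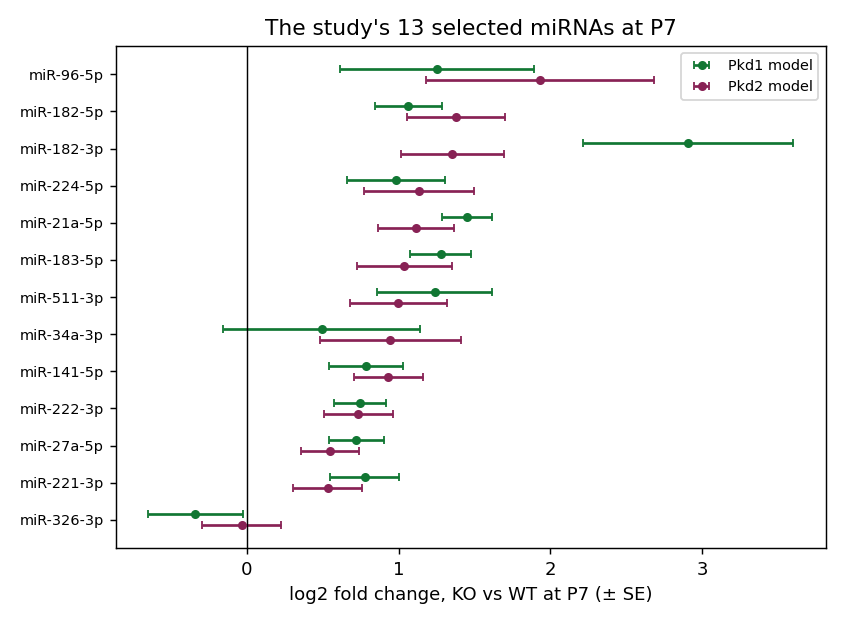
Log2 fold change of KO against WT at P7 for the 13 miRNAs selected by the study, as points with error bars of the SE (n = 3 per group) for each model; the vertical line marks no change. In both models 12 of the 13 lie above 0 and miR-326-3p lies below it, with a sign in the Pkd2 model that several alternative settings reverse.

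miRNAs transcribed together were also tested as sets, in a family of 12 tests (fry, two-sided, Benjamini-Hochberg). The miR-183 cluster, of which 5 mature miRNAs passed the count filter, was higher in KO at P7 in the Pkd1 model, with a median log2 fold change of 1.28 (adjusted p = 7.3e-05, higher for 5 of 5). The Pkd2 median at that age was 1.35 (adjusted p = 0.00261, higher for 5 of 5). It was also higher at P3 in the Pkd1 model, at 0.50 (adjusted p = 0.0117). The medians were 0.07 at P1 in the Pkd1 model, 0.22 at P1 in the Pkd2 model and 0.14 at P3 in the Pkd2 model, and none of these had an adjusted p under 0.05. The miR-17/92 cluster, a host transcript on chromosome 14 with Mir17 from 115043671 to 115043754, gave 10 mature miRNAs. Their median log2 fold change at P7 was 0.04 in the Pkd1 model (adjusted p = 0.598) and -0.02 in the Pkd2 model (adjusted p = 0.981). Its sign changed when single libraries were left out, being -0.16 without WT replicate 3 and -0.04 without KO replicate 3 in the Pkd1 model, and 0.17 without KO replicate 1, 0.10 without KO replicate 3 and 0.12 without WT replicate 1 in the Pkd2 model.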

Values the study reported

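The study sequenced miRNAs with n = 3 at each of P1, P3 and P7 in both models. It reported 243 differentially expressed miRNAs, of which 130 were shared by the Pkd1 and Pkd2 models. From the shared miRNAs it selected 13 by their expression pattern across the ages, 11 of them described as raised and 2 as lowered.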

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

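All tests of explanations in this part were chosen after the results they bear on had been seen.

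KO effects that differ between the models at P7 concern miR-205-5p, miR-205-3p and miR-3059-5p. The difference, Pkd1 minus Pkd2, was -4.51 on the log2 scale for miR-205-5p (SE 0.94, adjusted p = 0.0229, edgeR quasi-likelihood), -4.50 for miR-205-3p (SE 0.99, adjusted p = 0.0259) and -6.46 for miR-3059-5p (SE 1.37, adjusted p = 0.0229). Over the alternatives, the adjusted p of miR-205-5p ran from 0.000158 to 0.147 and that of miR-3059-5p from 0.000198 to 0.233. Of 100 drawn splits of the libraries, 7 gave at least as many calls, so chance alone can yield a count of 3. Single libraries weigh heavily here: the Pkd2 KO libraries held 657, 131 and 1126 CPM of miR-205-5p, and without Pkd2 P7 KO replicate 3 no difference was called. The share of reads taken by miR-10a and miR-10b does not account for the difference, because with that share as a covariate the highest adjusted p of the 3 miRNAs was 0.0308. Another technical candidate explanation is how much of some miR-205-bearing tissue was in the piece of kidney taken. The 2 loci are on chromosomes 1 and 10, yet at P1 and P3, ages outside the comparison, miR-205-5p and miR-3059-5p deviated from their group means together, with Spearman's rho of 0.890 over 24 libraries (permutation p = 1e-05, the smallest these permutations can give, adjusted p = 7e-05 over 7 relations). Pearson's r was 0.866 (permutation p = 1e-05), and 0.839 without the 2 libraries farthest from the median. Such a shared source may vary between pieces of tissue, which would make the P7 difference one of sampling. It may equally vary with genotype, and the design cannot separate these.

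A list of 5 miRNAs of stratified epithelium was used to ask which tissue that source might be. It holds miR-205-5p, miR-205-3p, miR-203-3p, miR-31-5p and miR-200c-3p. The last is a miRNA of epithelia in general, so the list is not specific to stratified epithelium. All but miR-205-3p stood at 19.9 CPM or more in every library, while miR-205-3p fell to 2 reads (0.293 CPM) in Pkd1 P7 KO replicate 1, under the floor, and the list contains both miR-205 products and miR-31-5p, which had drawn attention already. Its 5 members rose in Pkd2 KO kidneys at P7 (median log2 fold change 2.37, 4 calls), with a median of -0.26 in the Pkd1 model (-0.08 without WT replicate 3). For the 3 members other than miR-205 the Pkd2 median was 0.87 and the Pkd1 median 0.45, which neither requires nor excludes such tissue, so more of such an epithelium and a change within other cells cannot be told apart with so few markers. A biological difference between loss of Pkd1 and loss of Pkd2 stays open and untested beyond the comparison itself.

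KO effects that differ between P7 and P1 included that of miR-21a-5p in the Pkd1 model, which was larger at P7 by 1.53 (SE 0.23, adjusted p = 0.00514). Over the alternatives the adjusted p ran from 1.76e-07 to 0.814, the highest value being that with library totals alone. Of 100 drawn splits, 14 gave at least 1 call, so the count is within what chance gives, although the levels of miR-21a-5p at P7 did not overlap between KO and WT. With the miR-10 share as a covariate the adjusted p was 0.000324, which argues against that share as the cause. Leukocytes entering the kidney could carry miR-21a-5p. All 6 leukocyte miRNAs examined were present in every library, at 8.88 CPM or more, so a small influx would be hard to see, but the highest of their log2 fold changes in Pkd1 KO kidneys at P7 was 0.27 (miR-142a-3p, SE 0.40), against 1.45 for miR-21a-5p. This argues against an influx of leukocytes bearing these 6 miRNAs in proportion. In the Pkd2 model at P7, 5 of the 6 were higher, with a median of 0.31 and 0 calls, or 0.19 without WT replicate 1. That list leaves out miR-511-3p, whose hairpin lies in an intron of Mrc1, a gene of macrophages. It was higher at P7 in KO by 1.24 in the Pkd1 model (SE 0.38, adjusted p over all miRNAs 0.159, over the 13 selected 0.00772) and by 1.00 in the Pkd2 model (SE 0.32, adjusted p 0.050045 and 0.0106). With miR-511-3p as a covariate the change of the miR-21a-5p effect with age was 1.41 (SE 0.26, adjusted p = 0.0548). In the same fit the KO effect on miR-21a-5p at P7 was 1.31 (adjusted p = 0.0163), against 1.45 without the covariate. Most of the rise therefore remained in that fit. The marker has few reads, 13 in one of the P7 WT libraries, and counting noise weakens what such a covariate can remove. Macrophages bearing miR-511 can therefore be excluded neither as the whole cause nor as a part. A change of miR-21a-5p in other cells of the kidney stays open.

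In the Pkd2 model the KO effect at P7 minus that at P1 was 2.01 for miR-540-3p (SE 0.37, adjusted p = 0.0219), 1.62 for miR-299a-3p (SE 0.32, adjusted p = 0.0278), 2.06 for miR-31-5p (SE 0.44, adjusted p = 0.0426) and -2.94 for miR-3084-5p (SE 0.52, adjusted p = 0.0219). The value for miR-3084-5p is a fitted one against a P1 WT group at the floor of 3 reads per library, so its size depends on the prior count (at P1 it was at least 3.28-fold higher in KO), and the reads of this miRNA are shared between hairpins. Over the alternatives the adjusted p of miR-540-3p ran from 0.000155 to 0.653 and that of miR-3084-5p from 0.0056 to 0.254. Of 100 drawn splits, 5 gave at least as many as 4 calls, and the count was 0 without P1 KO replicate 2, P1 WT replicate 3 or P7 WT replicate 1. With the miR-10 share as a covariate all 4 were still called, the highest adjusted p being 0.0133, which argues against that share as the cause. miR-540-3p and miR-299a-3p belong to the chromosome 12 interval that rose as a whole in these kidneys, and miR-31-5p varied together with miR-205-5p at P1 and P3 (Spearman's rho 0.807, permutation p = 7e-05, Pearson's r 0.767). These differences may therefore be parts of the broader shifts weighed under the other observations, rather than separate events.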

How the results depend on the processing

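All tests were those named in the methods, and the miR-10 covariate and the union of exact test and DESeq2 calls were chosen after seeing the data. Of the counts, medians and correlations that answer a comparison, 198 values under the alternatives other than leaving out a library stayed within their limits, 41 moved and 3 reversed. Of the values for single miRNAs, 433 stayed on the same side of the threshold with the same sign, 42 became weaker, 29 stronger and 3 reversed. Library totals accounted for 18 of the weaker values, and the miR-10 covariate for 11 of the stronger. The cause of these changes was not tested except where it is named.

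The choice of test raised counts. DESeq2 called 8 miRNAs in Pkd1 at P1, 4 at P3 and 17 at P7, 157 in Pkd2 at P7, 5 and 33 for the change of the KO effect with age in Pkd1 and Pkd2, and 8 for the model difference at P1. The exact test called 3 in Pkd1 at P3 and 7 at P7. All 94 Pkd2 calls at P7 were among those of DESeq2 and among the 123 of the exact test. With the union of both tests, the study criterion gave 105 and 140 miRNAs and an overlap of 66.

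Scaling by library totals removed most calls of KO against WT at P7, while WT at P7 against P1 had 136 calls in Pkd1 and 222 in Pkd2, of which 4 and 6 were higher, against 73 and 85 higher calls in the main fit. It left 0 in Pkd1 and 7 in Pkd2 at P7, all 7 of them among the 94, 0 for the change of the KO effect with age in Pkd1 and 0 in Pkd2, 6 of the 13 selected miRNAs in Pkd1 over the list alone, and an overlap of 36. The median log2 fold change of all miRNAs became 0.38 in Pkd1 at P1, 0.12 in Pkd1 at P3 and 0.24 in Pkd2 at P1, but at P7, where calls were lost, it was -0.065 in Pkd1 and -0.015 in Pkd2, so a shift of the median does not account for the loss. Among the calls, the share of higher ones went from 71.3% to 100% in Pkd2 at P7, and for WT at P7 against P1 from 48.0% to 2.94% in Pkd1 and from 40.3% to 2.70% in Pkd2. miR-326-3p in Pkd2 at P7 reversed to 0.057. RLE factors gave 2 calls in Pkd1 and 101 in Pkd2 at P7, 94 of the 101 shared and 68.3% higher, 164 and 222 for WT at P7 against P1, and 4 for the model difference at P1. With the miR-10 covariate the counts were 20 in Pkd1 and 168 in Pkd2 at P7, the latter including all 94, 250 for the Pkd1 change with postnatal age, 15 for the change of the KO effect with age in Pkd2 and 7 for the model difference at P7, and miR-326-3p in Pkd2 reversed to 0.042.

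The count filter changes the number of miRNAs tested, and whether the counts moved for that reason was not tested. With none, the Pkd1 number by the study criterion was 207, the overlap 94 and the model difference at P1 5. With a mean of at least 100 counts there were 1 call in Pkd1 at P3 and 12 at P7, 38 and 75 miRNAs by the study criterion with an overlap of 28, 2 for the change of the KO effect with age in Pkd2 and 1 for the model difference at P7. The miR-17/92 median in Pkd1 reversed to -0.023. Fitting only the libraries compared gave 53 for the Pkd1 change with postnatal age, 57 in Pkd2 at P7, of which 49 were among the 94, 2 for the change of the KO effect with age in Pkd2 and 0 for the model difference at P7. The miR-17/92 median reversed to -0.00211 in Pkd1 and 0.020 in Pkd2, and miR-326-3p in Pkd2 to 0.039. Fewer libraries estimate the spread in such a fit. Robust empirical Bayes, summed rows and the prior count of 0.5 moved no count, median or correlation beyond its limits.

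With same-numbered KO and WT libraries of a model and age paired as a block, the counts were 2 in Pkd1 at P3 and 72 in Pkd2 at P7. Of those 72, 67 were among the 94. The counts were 0 and 0 for the change of the KO effect with age in Pkd1 and Pkd2. They were 39 for the overlap, 2 for the model difference at P1 and 0 at P7. The study took its controls from littermates of the same age, but the labels do not give litters. Whether the numbers pair the libraries is not known. Over 18 pairs of same-numbered KO and WT libraries the correlation of deviations from group means ran from -0.549 to 0.492. Its median was -0.0262, and only 7 exceeded 0.1. In Pkd1 it was 0.491, 0.385 and 0.0134 at P1, but -0.0275, -0.290 and -0.419 at P7. Such values do not exclude pairing by litter, which the main fits leave out.

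Leaving out each library in turn moved 42 counts, medians and correlations and reversed 9, and of the values for single miRNAs 82 became weaker, 4 stronger and 3 reversed. The counts of KO against WT ran from 0 to 8 in Pkd1 at P1 (8 without WT replicate 3), 0 to 7 at P3 (7 without KO replicate 1, 3 without WT replicate 3) and 2 to 8 at P7 (8 without WT replicate 3). In Pkd2 they were 0 in every fit at P1 and at P3 and ran from 4 to 142 at P7 (4 without KO replicate 3, 142 without KO replicate 2). WT at P7 against P1 gave 72 to 162 in Pkd1 (72 without P7 WT replicate 3) and 137 to 181 in Pkd2 (137 without P1 WT replicate 3). The change of the KO effect with age gave 1 to 6 in Pkd1 (6 without P1 WT replicate 1) and 0 to 11 in Pkd2 (11 without P7 KO replicate 2). The model difference gave 0 to 8 at P1 (8 without Pkd1 P1 WT replicate 3), 0 to 2 at P3 (2 without Pkd1 P3 WT replicate 3) and 0 to 7 at P7 (7 without Pkd2 P7 KO replicate 2).

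By the study criterion the range was 70 to 137 in Pkd1, 88 to 152 in Pkd2 (88 without P7 KO replicate 3) and 35 to 87 for the overlap (35 without Pkd2 P7 KO replicate 3, 37 without Pkd1 P3 KO replicate 3, 87 without Pkd1 P3 KO replicate 1). The rank correlation of KO effects between the models ran from -0.0245 to 0.236 at P1 (lowest without Pkd2 WT replicate 3), -0.0762 to 0.211 at P3 (lowest without Pkd2 WT replicate 1, -0.0297 without Pkd2 KO replicate 2, -0.0127 without Pkd1 WT replicate 2) and 0.0807 to 0.319 at P7. Of the 13 selected miRNAs, 9 to 10 passed over the list alone in Pkd1 and 4 to 11 in Pkd2 (4 without WT replicate 3, 6 without KO replicate 2). The miR-183 median ran from 1.16 to 1.52 in Pkd1 and 1.07 to 1.49 in Pkd2, with its sign and call kept. The miR-17/92 median ran from -0.16 to 0.19 in Pkd1 (lowest without WT replicate 3, -0.04 without KO replicate 3) and -0.28 to 0.17 in Pkd2 (-0.28 without KO replicate 2, 0.17 without KO replicate 1, 0.10 without KO replicate 3, 0.12 without WT replicate 1). miR-326-3p in Pkd2 ran from -0.39, without KO replicate 1, to 0.11, and reversed to 0.05 without WT replicate 3, 0.11 without KO replicate 2 and 0.07 without KO replicate 3.

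The set tests of the clusters were not run under DESeq2, the exact test, robust empirical Bayes or the miR-10 covariate. A set test with the miR-10 covariate was run for the imprinted interval between Dlk1 and Dio3, and its result is given below. The interactions were not run under the exact test, which compares a pair of groups. Depth limits the scarce miRNAs: a level of 3 reads was between 0.0562 and 0.391 CPM, so fold changes of miRNAs under about 1 CPM rest on few reads, and at a 2-fold change the simulation recovered 31.0% of changed miRNAs in Pkd1 and 59.8% in Pkd2.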

Other observations

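All tests of explanations in this part were chosen after the results they bear on had been seen, and the marker lists were written then too.

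How often other splits of the same libraries give as much was counted for each comparison. With 3 libraries against 3 there are 10 splits, so the share cannot fall under 0.1. For KO against WT at P7, 1 of the 10 splits, the real one, gave as many calls in the Pkd1 model, and likewise 1 of 10 in the Pkd2 model. At P1 and P3 all 10 of 10 did in either model, because 0 calls were made. Only the real split, 1 of 10, gave as many of the 13 selected miRNAs over the list alone in the Pkd1 model and in the Pkd2 model, and the same 1 of 10 held for the miR-183 median in both. The miR-17/92 median was matched by 10 of 10 splits in the Pkd1 model and 9 of 10 in the Pkd2 model. WT at P7 against P1 stood alone as 1 of 10 in each model. By the study criterion, 38 of 100 drawn splits gave at least 93 miRNAs in the Pkd1 model, with a median of 85, and 6 of 100 gave at least 141 in the Pkd2 model. The overlap of 59 was reached by 4 of 100 draws, whose median was 18 and highest value 78. That share is borderline, since an earlier draw that allowed repeats put it just above 0.05. For miRNAs passing at the same age and in the same direction, 10 of 100 draws reached the 9 observed. The model difference gave 0 calls at P1 and P3, a number reached by 100 of 100 draws at each age. For the change of the KO effect with age, 14 of 100 draws did so in the Pkd1 model and 5 of 100 in the Pkd2 model, and for the model difference at P7, 7 of 100.

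The overlap here was 59 miRNAs. That is lower than the value quoted from the study above. The overlaps given above for the alternatives and for leaving out libraries differ from it but are lower than the study's value too. The study combined its edgeR and DESeq2 lists without stating how, so the difference could not be resolved. Of the 13 selected miRNAs, 1 was lower in KO at P7 in each model. That is fewer than the number of lowered miRNAs quoted above.

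The miR-183 cluster rose in KO kidneys of both models at P7, and a candidate explanation is that the KO pieces held more epithelium, rather than more of these miRNAs per cell. miR-183-5p and miR-182-5p varied with miR-205-5p between P1 and P3 libraries within groups (Spearman's rho 0.784, permutation p = 0.00024, r = 0.685, r without 2 libraries 0.680; and rho 0.615, permutation p = 0.0103, r = 0.595, r without 2 libraries 0.516). Covariate fits were tested with fry in a family of 29 tests. With miR-205-5p as a covariate the median log2 fold change of the cluster was 1.71 in the Pkd1 model (adjusted p = 0.0000955) and 1.52 in the Pkd2 model (adjusted p = 0.00679), which argues against tissue bearing miR-205 as the cause, although the same covariate lowered the Pkd2 calls over all miRNAs from 94 to 2. In Pkd1 KO kidneys miR-205-5p fell by 1.64 while the cluster rose. With miR-200c-3p, a miRNA of epithelia, as a covariate the median was 1.17 in the Pkd1 model (adjusted p = 0.0000955), which argues against the amount of epithelium bearing miR-200c there. Its Pkd2 value was 0.55 (adjusted p = 0.0867), and with miR-31-5p that was 0.77 (adjusted p = 0.0867), so in that model more epithelium and a change within it cannot be told apart. In all, 7 miRNAs were tried as covariates for the cluster, and in the Pkd1 model the cluster stayed raised under each, with 1.18 under miR-31-5p (adjusted p = 0.0000955). A change within the epithelium may underlie the Pkd1 rise, as a hypothesis found and tested on the same libraries. More cells lining cysts may equally do so, because miR-200c-3p does not set them apart from other epithelium. By in situ hybridization the study saw miR-182-5p in the cyst lining of Pkd1 KO kidneys at P7. It also reported proliferating cells in the cyst lining of both models.

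Most miRNAs of the imprinted interval between Dlk1 and Dio3 on chromosome 12 were raised together in Pkd2 KO kidneys at P7. Of 89 tested, 86 were higher, with 42 calls and a median log2 fold change of 1.45 (fry, adjusted p = 0.0246 over 6 comparisons), or 1.40 with the 7 members at the floor set to their bound. The median was 1.43 with RLE factors (adjusted p = 0.0256) and 1.5 with library totals (adjusted p = 0.227). The real split was 1 of 10 with a median as far from 0. The median ran from 1.15, without KO replicate 3, to 1.57 when single libraries were left out, and the adjusted p was between 0.0645 and 0.107 in 5 of these 6 fits and 0.0101 without KO replicate 2, so the set call depends on the scaling and on single libraries. The calls within the interval fell to 2 without KO replicate 3 and to 3 without WT replicate 2 or WT replicate 3. In WT kidneys of the Pkd2 model the interval falls with age, by 1.86 (87 of 89 lower, 71 calls, fry, adjusted p = 0.0023 over 2 tests), or by 1.76 with members at the floor at their bound. The fall was 1.30 to 2.01 when single libraries were left out, with 46 calls without P1 WT replicate 3 and up to 72 otherwise. The Pkd1 fall of 1.65 (80 of 82 lower, 30 calls, adjusted p = 0.0783), or 1.58 with members at the floor at their bound, rests on P1 WT replicate 1, without which it was 0.35 (61 of 80 lower, 4 calls). The Pkd1 calls were 8, 12 and 6 without P7 WT replicates 1, 2 and 3, and 42 and 50 without P1 WT replicates 2 and 3. The miR-10 share as a covariate left the median at 1.43 (adjusted p = 0.0118), which argues against it. With miR-133a-3p for muscle as a covariate the median was 0.99 (adjusted p = 0.0465 over the 29 covariate tests, 1 call), so a part of the rise goes with it. Those 29 tests include the stronger ones of the miR-183 cluster. Before adjustment the p of this fit was larger than in any fit that left out a library. Most of those did not pass over 6 comparisons. This fit therefore cannot decide whether muscle is the whole cause. Endocrine tissue cannot be told apart from an effect of genotype. Of the 6 libraries, KO replicate 3 alone held more than 3 reads of miR-7b-5p (78). As a covariate miR-7b-5p left 1.05 (adjusted p = 0.0253, 86 of 89 higher), but it mostly marks that library, so this fit cannot decide. Without that library the median was 1.15 with 86 of 89 higher (adjusted p = 0.107). miR-375-3p left 1.41 (adjusted p = 0.00679, 54 calls), but its level in every kidney library would hide a small share of such tissue. miR-200c-3p left 1.44 (adjusted p = 0.0486 over the 29 covariate tests, 82 of 89 higher, 0 calls). The size of the rise thus hardly changed with that covariate. The set call has the same limit as that with miR-133a-3p, so the amount of epithelium bearing miR-200c is not excluded. miR-205-5p left 0.63 (adjusted p = 0.147), and miR-31-5p, itself raised there, left -0.21 (adjusted p = 0.67), so the amount of miR-205-bearing tissue cannot be told apart from an effect of genotype in this interval, although miR-200c-3p, which varied with miR-205-5p at P1 and P3 (Spearman's rho 0.699), did not lower the median in the same way. A delayed postnatal change could also leave the interval high. Across 695 miRNAs, the Pkd2 KO effect at P7 had a Spearman's rho of -0.357 with the WT change in the Pkd1 model, which shares no library with it (exact permutation p = 0.18, adjusted p = 0.6 over 4 relations), and -0.179 without the interval (exact permutation p = 0.44). The direction is that of a delay, but the number of libraries, and the weight of P1 WT replicate 1 in the Pkd1 change, leave it open. The corresponding Pkd1 rho was -0.109 (exact permutation p = 0.45).

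The same interval moved in the Pkd1 model at the earlier ages without any call. At P3, 81 of 82 miRNAs were higher in KO, with a median of 1.11 (fry, adjusted p = 0.325), and 3 of the 10 splits gave a median as far from 0. At P1 only 2 of 82 were higher, with a median of -0.88, but without WT replicate 1 the median was 0.38 (64 of 80 higher), so the P1 shift rests on that library. These shifts may come from endocrine tissue left on some kidneys. miR-202-5p was near absent from most libraries and stood at 15.2 and 27.4 CPM in P3 KO replicates 2 and 3, at 30.2 CPM in P1 WT replicate 1, at 7.58 and 3.07 CPM in P7 WT replicates 2 and 3, and at 3.76 CPM in P1 KO replicate 1 of the Pkd2 model. Yet in the Pkd1 model at P7 the interval was not lower in KO (median 0.13, 51 of 82 higher). At that age miR-202-5p and the interval did not move together. With miR-202-5p as a covariate the P3 median became -0.25 (adjusted p = 0.579), and with miR-375-3p and miR-7b-5p it became -0.43 and -0.28, against 0.58 with miR-133a-3p. The endocrine list of 5 was chosen while these values were being viewed, and candidates such as miR-9-5p and miR-383-5p that did not rise were left out of it. Its median effect was 3.76 in Pkd1 at P3 (5 of 5 higher, 0 calls) and 2.48 in Pkd2 at P7 (4 of 4 higher, 0 calls), or 2.20 with members at the floor at their bound. The Pkd2 value rests on KO replicate 3, without which it was -0.03 (3 members tested, 1 higher), while the Pkd1 value at P3 ran from 3.05 to 4.26 when single libraries were left out. One of its 5 members, miR-375-3p, was present in every library at 16.3 CPM or more, so the kidney itself or something common to all libraries holds it. At P7 in the Pkd2 model miR-202-5p hardly varies, and as a covariate it left the chromosome 12 median at 1.48, a test that decides nothing.

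Pkd1 P1 WT replicate 1 held muscle miRNAs far above every other library. miR-133a-3p stood at 1383 CPM against 140 CPM in the next library, miR-206-3p at 75.5 against 7.09 CPM and miR-1a-3p at 57.9 against 6.37 CPM, and all 6 muscle miRNAs of the list were highest there. Of the 6, miR-1a-3p, miR-133a-3p, miR-133b-3p and miR-208b-3p had reads in every library. Muscle attached to the dissected kidney is a candidate explanation. Over the other 35 libraries the 6 varied together, with a median pairwise Spearman's rho of 0.557, above that of random sets of 6 (permutation p = 0.001, the smallest that 1000 draws can give), in line with a shared source that varies between pieces of tissue. The median KO effect of the 6 was -4.34 in Pkd1 at P1 and 1.80 in Pkd2 at P7 (6 of 6 higher), with 0 calls in each. Without Pkd1 P1 WT replicate 1 the first was -0.24 (2 of 6 higher), and without Pkd2 P7 KO replicate 1 the second was 1.15 (5 of 6 higher). Pkd1 P1 WT replicate 1 also decides the falls of miR-206-3p and miR-499-5p with postnatal age. In Pkd2 P1 WT replicate 3, miR-122-5p stood at 282 CPM with all libraries scaled together. No explanation of that value was tested.

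Within groups many miRNAs followed the ratio of miR-10 reads to other reads, and in the same way in both models. The slopes on that ratio had a Spearman's rho of 0.725 between the models across 693 miRNAs (permutation p = 0.001, the smallest that 1000 permutations can give). By the mean of both models, the steepest were those of miR-19a-3p (2.12 in Pkd1 and 1.84 in Pkd2), miR-19b-3p, miR-221-5p, miR-145a-5p and miR-223-5p. The slope of miR-96-5p was 0.93 and 1.29. A library effect that depends on sequence could produce this. The slopes fell with the GC content of the hairpin, with a rho of -0.177 in the Pkd1 model (permutation p = 0.043) and -0.218 in the Pkd2 model (permutation p = 0.027, adjusted p = 0.043 for both), over the 95.3% and 95.8% of miRNAs with a known hairpin. The relation is weak and would leave most of the variation unexplained, and no biological explanation was tested. For the miRNAs concerned, among them miR-96-5p and members of the miR-17/92 cluster, the spread between replicates reflects this ratio.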
